# *Prdm14* promotes germline fate and naive pluripotency by repressing FGF signalling and DNA methylation

**DOI:** 10.1038/embor.2013.67

**Published:** 2013-05-14

**Authors:** Nils Grabole, Julia Tischler, Jamie A Hackett, Shinseog Kim, Fuchou Tang, Harry G Leitch, Erna Magnúsdóttir, M Azim Surani

**Keywords:** DNA methylation, FGF signalling, pluripotency, *Prdm14*, primordial germ cells

## Abstract

Primordial germ cells (PGCs) and somatic cells originate from postimplantation epiblast cells in mice. As pluripotency is lost upon differentiation of somatic lineages, a naive epigenome and the pluripotency network are re-established during PGC development. Here we demonstrate that *Prdm14* contributes not only to PGC specification, but also to naive pluripotency in embryonic stem (ES) cells by repressing the DNA methylation machinery and fibroblast growth factor (FGF) signalling. This indicates a critical role for *Prdm14* in programming PGCs and promoting pluripotency in ES cells.

## INTRODUCTION

Primordial germ cell (PGC) specification in mice commences in the proximal epiblast cells in response to BMP4 signalling at embryonic day (E) 6.25 just before the onset of gastrulation. By E7.25, approximately 30–40 founder PGCs are established following expression of the three key regulators: *Prdm1* (BLIMP1), *Prdm14* and *Tcfap2c* (AP2γ) [1–3]. The segregation of PGCs from neighbouring mesoderm progenitor cells entails repression and reversal of the initiation of the somatic programme, and re-establishment of the pluripotency network in conjunction with changes in chromatin modifications [4, 5].

Expression of *Prdm14* is confined to PGCs and pluripotent cells only, where it has a critical role for the regulation of pluripotency genes, and it promotes resetting of the epigenome [3, 6]. *Prdm14*-deficient PGCs are specified, but fail to proliferate and are eventually lost during migration towards the genital ridges. The mutant PGCs exhibit diminished expression of *Sox2* and *Stella*, and fail to show global histone methylation changes as observed in wild-type PGCs [5]. *Prdm14* promotes a naive pluripotent state in differentiation-primed epiblast stem cells [6], while loss of *Prdm14* in embryonic stem (ES) cells induces primitive endoderm (PE) fate [7]. *PRDM14* is equally important for preventing differentiation of human ES cells, and can enhance somatic cell reprogramming [8, 9].

Here we explored the role of *Prdm14* in PGCs and in mouse ES cells. We find that *Prdm14* reverses and protects cells from acquiring somatic fates partly by attenuating mitogen-activated protein kinase (MAPK) signalling, thereby stabilizing a naive pluripotent state. Furthermore, *Prdm14* represses the DNA methyltransferase machinery, further promoting naive pluripotency.

## RESULTS AND DISCUSSION

### Loss of PGC-specific gene expression

To investigate the consequences of loss of *Prdm14* in the germline, we generated *Prdm14*-null mice (supplementary Fig S1A–C online), and examined gene expression in single-mutant PGCs. While development of wild-type PGCs follows an orderly expression of *Prdm1* (BLIMP1), *Stella*, *Tcfap2c*, *Nanos3* and *Dnd1* (Fig 1A,B), *Prdm14*-null PGCs showed diminished expression of these genes (Fig 1B; supplementary Fig S1D,E online), as well as of regulators of pluripotency (supplementary Fig S1F).

Interestingly, genes associated with a somatic fate, such as *HoxB1* and *HoxA1*, were derepressed in mutant PGCs at E8.5 (Fig 1C). Mutant PGCs showed, in particular, strong expression of primitive streak genes like *Brachyury* and *Mixl1*, which is in line with their shared developmental history with the neighbouring mesodermal cells. Notably, *Wnt5b* is strongly induced in mutant cells (Fig 1C), which is consistent with the location of PGCs posteriorly to the primitive streak. However, we did not observe upregulation of extra-embryonic endoderm genes in mutant cells (supplementary Fig S1G online), despite previous reports that *Prdm14* represses them in ES cells [6].

Together, these results demonstrate that loss of *Prdm14* causes loss of PGC identity by E8.5, which was less evident in the previous analysis at E7.5 [3]. Most notably, mutant cells acquire gene expression that is characteristic of adjacent somatic cells, indicating that *Prdm14* is crucial for PGC specification by promoting expression of germ cell genes while repressing somatic genes.

### *Prdm14* modulates FGF signalling and DNA methylation

As initiation of lineage priming and perturbation of the pluripotency network are evoked by FGF signalling in ES cells [10], we examined the status of this pathway in PGCs. Indeed, single-cell transcriptome profiling of wild-type PGCs showed that *Fgfr2* is specifically downregulated at the onset of *Prdm14* expression (Fig 2A), which was confirmed by whole-mount immunostainings for FGFR2 in E8.5 embryos (Fig 2B). Intriguingly, PRDM14 was shown to bind and repress *Fgfr2* in ES cells [7], suggesting a potentially direct regulation in PGCs as well.

We next examined extracellular signal-regulated kinase (ERK) phosphorylation as an indicator of MAPK pathway activity in migratory PGCs and found that while hindgut cells show strong phosphorylation of ERK, there was essentially no ERK phosphorylation in PGCs, further supporting the notion of PRDM14-induced repression of the MAPK pathway (Fig 2C). In addition, some mutant PGCs showed increased levels of *Fgfr2*, indicating that this might be due to the absence of *Prdm14* (Fig 2D). Based on these observations, it is possible that the loss of *Prdm14* causes increased sensitivity to FGF signalling, which could explain changes in gene expression in mutant PGCs and their subsequent elimination.

Development of PGCs is accompanied by the onset of DNA demethylation [5], which in part allows for reversal of the epigenetic silencing of genes at the postimplantation epiblast stage, notably of key germline genes [11–13]. Accordingly, DNA methyltransferases are downregulated in wild-type PGCs [4]. In contrast, *de novo* methyltransferases, *Dnmt3b* in particular, exhibit expression in mutant PGCs (Fig 2D). Also, repression of *Uhrf1*, the essential co-factor for the *Dnmt1* maintenance methyltransferase, observed in wild-type PGCs [4], does not occur in mutant cells. Therefore, *Prdm14* appears to be implicated in the repression of DNA methylation in the germline, which in turn may allow for the expression of germline genes [11], such as *Dazl, Tex19.1, Rhox9* and *Sycp3*. Our analysis suggests that *Prdm14* is involved in the downregulation of *Fgfr2* and repression of ERK activation, as well as the repression of DNA methylation, which together may ensure repression of the somatic programme in PGCs and re-expression of genes of the germ cell lineage.

### Regulation of gene expression in ES cells

To further explore the molecular basis of the role of *Prdm14*, we turned to the more tractable ES cells where *Prdm14* plays a role in promoting pluripotency [6–9]. We first derived *Prdm14*-deficient ES cells in 2i culture conditions containing MEK and glycogen synthase kinase-3 inhibitors (Fig 3A) [14, 15]. While their maintenance was not affected by the loss of *Prdm14* in these conditions, transfer to classical culture conditions with serum and leukaemia inhibitory factor (LIF) induced their differentiation (Fig 3A,B), confirming that *Prdm14* has a role in the maintenance of pluripotent ES cells, which is not overtly evident in 2i culture conditions. We therefore sought evidence for the global impact of loss of *Prdm14* in these ES cells by microarray analysis, which indeed revealed significant differences (Fig 3C; supplementary Table S1 online).

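RNA of 3 wild-type and 3 *Prdm14*-deficient ES cell samples grown in 2i was hybridized to Illumina Mouse WG-6 BeadChips, bead arrays on which each gene is read by 1 or more probes. According to the sample labels, the 3 samples of a genotype were taken at successive passages, and no source used here says that they came from separate lines, so the p-values measure the spread between these samples only. The deposited signals were not normalized and cover 45281 probes per array. The median signal was 56.8, 75.8 and 80.6 on the wild-type arrays and 74.8, 64.4 and 63.5 on the *Prdm14*-null arrays, and between 13456 and 14901 probes per array had a detection p-value under 0.01 against the negative control beads. Starting from these signals, the background was corrected with a normal-exponential model, an offset of 16 was added, and the arrays were quantile-normalized and put on the log2 scale. The 14436 probes detected at a p under 0.01 on at least 3 of the 6 arrays were compared between the genotypes with limma, at the paper's threshold of an adjusted p of 0.01. Of these probes, 12582 carry 1 gene symbol, and the brightest probe of each gene was used, which left 8343 genes. Lists of genes to be tested together were fixed before the deposited signals were examined. Part of supplementary Table S1, which the paper drew from these samples, had been read by then, so the lists are not independent of them. Where a gene's probe was not above background on any array of a genotype, its fold is given as a lower bound, the mean of the brighter genotype set against the lowest signal detected on each array of the other or the probe's own signal, whichever was higher. Offset and background correction mainly affect the size of the change of dim genes, and the number of arrays limits the precision.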

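*Prdm14* itself was at least 6.62-fold lower in the *Prdm14*-deficient ES cells (limma, adjusted p = 2.46e-07), with a normalized log2 signal of 8.47 ± 0.05 (SD, n = 3) in wild-type cells and no array above background in the null cells. Both of its probes behaved in this way, though the sources used here do not place them relative to the deleted part of the gene. At the threshold, 894 probes were higher and 1092 lower in the absence of *Prdm14*, together 13.8% of those tested, and 786 of the 1986 changed at least 2-fold. Counted as genes, 558 were higher and 701 lower. The largest rise was that of *Baiap2l1*, which encodes an actin-binding adaptor protein and was at least 27.5-fold higher (adjusted p = 3.08e-08). *Esrp1*, an epithelial splicing regulator, rose by a log2 fold change of 3.00 (standard error 0.24, adjusted p = 4.65e-05) and was above background on 1 wild-type array. *Nt5e*, the cell surface nucleotidase CD73, rose by 2.57 and *Pmaip1*, the pro-apoptotic factor NOXA, above background on 2 wild-type arrays, by 2.37. The heparan sulphate sulphotransferase gene *Hs6st2* was at least 4.58-fold and *Adam23* at least 2.67-fold higher. The other genes among the 10 largest fitted rises, an order that for dim genes rests on signals near background, were *Wnt8a*, *Otx2*, *Bmp4* and the Y-linked *Eif2s3y*, which was above background on the 3 *Prdm14*-null arrays and on no wild-type array. Among the 10 largest fitted falls besides *Prdm14*, the oligodendrocyte transcription factor gene *Olig1* was at least 14.6-fold lower (adjusted p = 5.55e-08), the homeobox gene *Obox6* at least 13.2-fold, *Khdc1c* at least 12.8-fold, *Serpinb6c* at least 9.81-fold, the laminin gene *Lama1* at least 9.43-fold and the lipoxygenase gene *Alox12* at least 8.46-fold. *Calb2*, which encodes calretinin, fell by 3.41 on the log2 scale and was above background on 1 null array, and *Rhox5* and *Rhox9* complete this group. With the authors' normalized values the log2 fold changes of *Esrp1*, *Pmaip1* and *Calb2* were 1.67, 1.14 and -1.67. Genes on chromosomes 11 and 15 were lower on the whole in the null cells, with a median log2 fold change relative to the other genes of -0.18 and -0.21 (camera, adjusted p = 1.86e-06 and 2.14e-05, and adjusted p = 0.233 for chromosome 11 with an estimated correlation), and -0.13 for chromosome 15 with the authors' normalized values. *Alox12* lies on chromosome 11, and its call stayed with the median of each chromosome removed.

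Correlations of the 14436 probes were 0.990 to 0.994 between arrays of a genotype and 0.958 to 0.962 between genotypes, and the first principal component, with 74.7% of the variance, separated wild-type from null arrays. Each of the 6 fits that left 1 sample out, and so had fewer arrays, gave lower counts, from 475 to 699 probes higher and from 713 to 937 lower. Without the second *Prdm14*-null sample 475 probes were higher and 713 lower, and without the second and without the third wild-type sample 562 and 556 were higher.

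**Figure D1:**
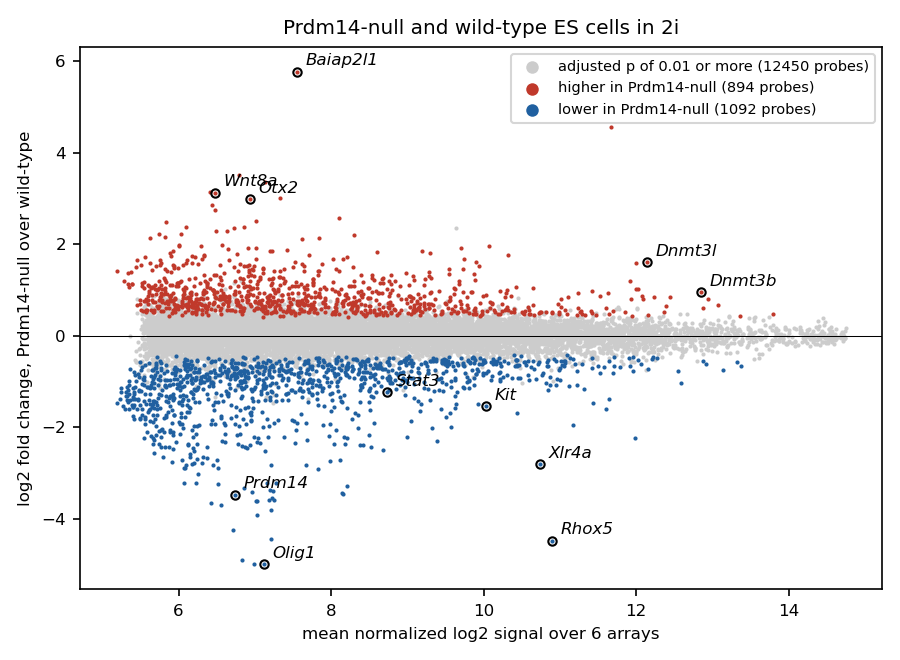
Log2 fold change between *Prdm14*-null and wild-type ES cells (vertical axis) against the mean normalized log2 signal over 6 arrays (horizontal axis), 1 point per probe for the 14436 probes tested. The 894 red points are higher and the 1092 blue points lower in the null cells at an adjusted p under 0.01, and circles mark named genes, with *Baiap2l1* at the top and *Olig1* at the bottom.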

First, we found that genes that are essential for early PGC development, such as *Tcfap2c*, *Dnd1* and *Kit* along with the early PGC marker *Stella*, showed reduced expression levels in the absence of *Prdm14*. This is consistent with our findings that *Prdm14*-deficient PGCs lose expression of germ cell genes. 

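Of the 4 genes, *Kit* and *Stella* (*Dppa3*) passed the test. *Kit*, which encodes the receptor of stem cell factor, had a normalized log2 signal of 10.8 ± 0.06 (SD, n = 3) in wild-type and 9.27 ± 0.14 (SD, n = 3) in *Prdm14*-deficient ES cells, a log2 fold change of -1.53 (standard error 0.10, adjusted p = 1.85e-05 from limma). *Stella* fell by 1.02 on the log2 scale (standard error 0.16, adjusted p = 0.00167), a call that ended when no probes were filtered (adjusted p = 0.0139). *Dnd1*, which encodes an RNA-binding protein, had a log2 fold change of -1.19 (standard error 0.28, adjusted p = 0.0133) and did not pass the threshold, although each wild-type array lay above each null array. It passed, for example, with the authors' normalized values (adjusted p = 0.0043). For *Tcfap2c*, now called *Tfap2c*, the brightest of 3 probes gave -0.74 (adjusted p = 0.0334). Another gave -0.94 (adjusted p = 0.00822) and the third -0.44 (adjusted p = 0.0526). All 4 passed when adjusted over the list alone, but the genes were picked by the paper from these samples, so that their shared direction is not independent evidence (camera, adjusted p = 0.000874, and adjusted p = 0.140 with an estimated correlation). Of a wider fixed list of 14 early PGC genes, 10 were measured, of which *Kit* and *Stella* fell, *Pdpn* rose by 0.85 (adjusted p = 0.00141) and 7 did not pass the test. Adjusted over the list alone, 3 were lower and 1 was higher. Among the 7 were *Sall4* with a log2 fold change of -0.01 and *Lin28a* with -0.10. The list as a whole did not pass the camera test (median -0.05, adjusted p = 0.52).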

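Of 18 measured early differentiation markers that the paper displays for these cells, 15 were higher in *Prdm14*-deficient ES cells and 3 did not pass the test (16 were higher when adjusted over the list alone). *Otx2*, a homeobox gene of the epiblast and anterior neural plate, showed a normalized log2 signal of 5.44 ± 0.13 (SD, n = 3) in wild-type cells, where 1 array was above background, and 8.43 ± 0.21 (SD, n = 3) in null cells, a log2 fold change of 2.99 (standard error 0.13, adjusted p = 1.82e-06 from limma). The signalling factor gene *Wnt8a* was at least 5.25-fold higher, with no wild-type array above background (adjusted p = 1.23e-06). *Col4a1*, a basement membrane collagen gene, rose by 2.30 (adjusted p = 8.09e-05), and its neighbour *Col4a2* was at least 1.45-fold higher. The transcription factor genes *Meis2*, *Tfap2a* and *Gata3* rose by 1.52, 1.51 and 1.49 on the log2 scale (*Gata3* was not called without a filter on dim probes, adjusted p = 0.0109), and *Thy1*, a surface antigen, was at least 2.51-fold higher. *Col4a1* and *Gata3* were each above background on 1 wild-type array. With the authors' normalized values the log2 fold changes of *Otx2*, *Col4a1*, *Tfap2a* and *Gata3* were 1.47, 1.02, 0.89 and 0.51, and that of *Gata3* was 0.88 with no background correction and 0.96 with an offset of 50. *Etv1* gave 0.56 on its brightest probe (adjusted p = 0.0322) and 0.93 and 1.12 on its 2 other probes, which passed, and *Gdf3* gave 0.32 (adjusted p = 0.0489). As the paper chose these genes on these samples, their common direction, with a median of 1.59, or 1.51 with 3 genes at their bounds and 0.79 with the authors' normalized values, is not independent evidence (camera, adjusted p = 3.03e-13, and adjusted p = 0.020 with an estimated correlation). In a fixed list of genes of the primed epiblast, 6 of 9 measured members were higher, and *Cldn6* with 0.86, *Zic2* with 0.59 and *Pou3f1* with -0.28 did not pass (7 were higher when adjusted over the list alone). The list's median was 0.95 (camera, adjusted p = 0.000113, and adjusted p = 0.0856 with an estimated correlation). Of its 6 higher members, 5 belong also to the paper's early differentiation markers, and *Dnmt3b* to its chromatin regulators.

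**Figure D2:**
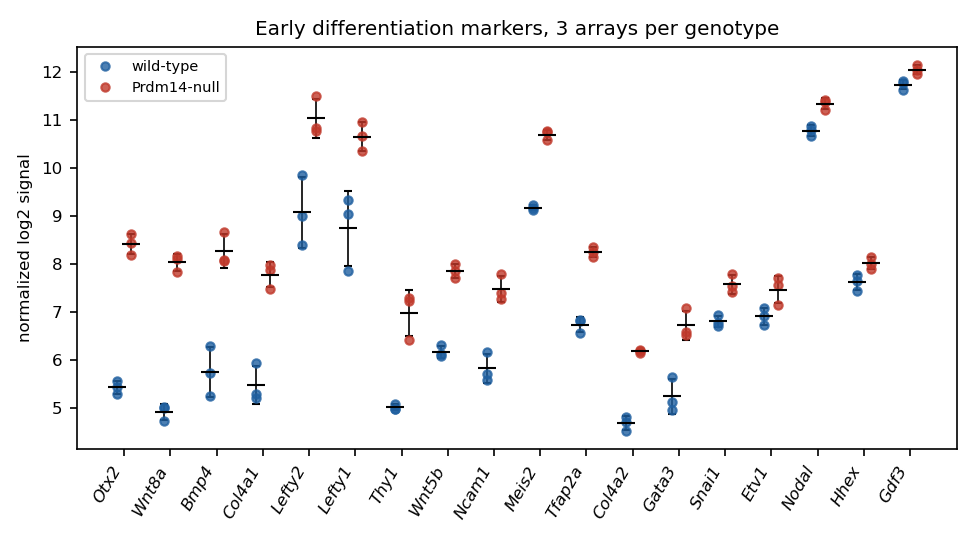
Normalized log2 signal (vertical axis) of 18 early differentiation markers on the 3 wild-type (blue) and 3 *Prdm14*-null (red) arrays, each point 1 array, with the mean as a horizontal mark and the SD as an error bar. *Otx2* and *Wnt8a* show the widest gaps between the genotypes and *Gdf3*, *Hhex* and *Nodal* the narrowest.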

Second, we found that *Prdm14*-deficient ES cells in 2i showed higher expression levels of early differentiation markers (Fig 3C, supplementary Fig S2 online). 

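Among the ligands of the transforming growth factor-β family and their inhibitors, *Bmp4* rose from a normalized log2 signal of 5.76 ± 0.52 (SD, n = 3) in wild-type to 8.28 ± 0.35 (SD, n = 3) in *Prdm14*-deficient ES cells, a log2 fold change of 2.51 (standard error 0.26, adjusted p = 0.000174 from limma). It was above background on 2 of the 3 wild-type arrays, and its rise was 1.82 with no background correction and 1.26 with the authors' normalized values. *Lefty2* and *Lefty1*, which encode inhibitors of Nodal signalling, rose by 1.95 (standard error 0.34, adjusted p = 0.00319) and 1.91 (standard error 0.34, adjusted p = 0.00361). *Nodal* was already bright in wild-type cells, at 10.8 ± 0.11 (SD, n = 3), and rose by 0.56 (standard error 0.11, adjusted p = 0.00521). Its second, dimmer probe rose by 0.69 (adjusted p = 0.00151). In each of these genes every null array lay above every wild-type array. With 1 sample left out, the log2 fold changes ran from 0.50 to 0.62 for *Nodal*, from 1.465 to 2.21 for *Lefty1* and from 1.61 to 2.34 for *Lefty2*. On its brighter probe *Nodal* did not pass in 4 of these 6 fits (adjusted p up to 0.0265). *Lefty1* did not pass without the first or the third null sample (0.0146 and 0.0126), and *Lefty2* not without the first null or the second wild-type sample (0.0133 and 0.0140). Without a filter on dim probes the adjusted p was 0.0123 for *Nodal*, 0.0345 for *Lefty1* and 0.0317 for *Lefty2*, and with the eBayes trend and robust fit 0.0327 for *Lefty1* and 0.0309 for *Lefty2*. In a fixed list of Nodal and BMP signalling genes, 5 of 12 measured members were higher, the same 4 and the Smad co-repressor gene *Skil* (0.68, adjusted p = 0.00986), whose call ended in 5 of 6 fits that left 1 sample out and whose second probe gave 0.56 (adjusted p = 0.0416), and 5 were higher when adjusted over the list alone. The paper chose 4 of these 5 on these samples. The BMP target genes *Id1*, *Id2* and *Id3* had log2 fold changes of -0.36, -1.05 and 0.54 and did not pass the test. The list's median was 0.53 (camera, adjusted p = 0.0167, and adjusted p = 0.236 with an estimated correlation), or 0.34 with the authors' normalized values.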

Genes such as *Nodal*, *Lefty1*, *Lefty2* and *Bmp4* that promote developmental progression in the postimplantation epiblast and are usually repressed in ES cells are upregulated in the absence of *Prdm14*. In addition, other differentiation markers that are only expressed during lineage acquisition, like *Wnt5b*, *Snai1, Hhex* and *Ncam1*, were upregulated, which is reminiscent of the upregulation of somatic genes in mutant PGCs.

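*Wnt5b*, a Wnt ligand gene, rose from a normalized log2 signal of 6.18 ± 0.13 (SD, n = 3) in wild-type to 7.86 ± 0.15 (SD, n = 3) in *Prdm14*-deficient ES cells, a log2 fold change of 1.68 (standard error 0.12, adjusted p = 1.85e-05 from limma). *Ncam1*, which encodes a neural cell adhesion molecule, rose by 1.66 (standard error 0.18, adjusted p = 0.000242) and was above background on 2 of 3 wild-type and on the 3 null arrays. *Snai1*, a regulator of epithelial-mesenchymal transition, rose by 0.77 (standard error 0.12, adjusted p = 0.00217), and its call ended without the third wild-type sample (adjusted p = 0.0113) and without a filter on dim probes (adjusted p = 0.0110). *Hhex*, a homeobox gene of the endoderm, had a log2 fold change of 0.39 (standard error 0.12) and did not pass the threshold (adjusted p = 0.0412), although the 3 null arrays lay above the 3 wild-type arrays. With the authors' normalized values *Wnt5b*, *Ncam1* and *Snai1* rose by 0.85, 0.73 and 0.42 on the log2 scale.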

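Among the general pluripotency genes, *Nanog* did not differ detectably between the genotypes, with normalized log2 signals of 12.2 ± 0.10 (SD, n = 3) in wild-type and 12.2 ± 0.22 (SD, n = 3) in *Prdm14*-deficient ES cells (log2 fold change -0.07, standard error 0.13, adjusted p = 0.72 from limma). *Oct4* (*Pou5f1*) had a log2 fold change of 0.36 on its brighter probe (adjusted p = 0.0280) and of 0.60 on its other probe, which passed (adjusted p = 0.00321). The brighter probe passed with the authors' normalized values (adjusted p = 0.00363), the eBayes trend (0.00211) and the eBayes trend and robust fit (0.00157). *Sox2* rose by 0.54 (standard error 0.10, adjusted p = 0.00421), a call that ended in 4 of 6 fits that left 1 sample out (adjusted p up to 0.0201). Its second probe gave 0.30 (adjusted p = 0.254). Of 11 measured general pluripotency genes on a fixed list, *Sox2* and *Utf1*, a chromatin-associated factor of ES cells, were higher, the latter by 2.21 (adjusted p = 0.000143), and 9 did not pass the test (3 were higher when adjusted over the list alone). The list's median was 0.27 (camera, adjusted p = 0.0736, and over the alternatives from adjusted p = 0.0265 with the authors' normalized values to adjusted p = 0.361 with an estimated correlation).

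*Stat3*, which transmits the signal of leukaemia inhibitory factor, fell from 9.35 ± 0.09 (SD, n = 3) to 8.13 ± 0.06 (SD, n = 3), a log2 fold change of -1.22 (standard error 0.10, adjusted p = 4.06e-05). Its 2 other probes gave -0.94 (adjusted p = 0.000313) and -0.76 (adjusted p = 0.0504). It lies on chromosome 11, and its call stayed with chromosome medians removed. *Tcl1* fell by 0.74 (standard error 0.12, adjusted p = 0.00184). Of 18 measured genes of a fixed naive pluripotency list, 5 were lower and 13 did not pass, and 9 were lower when adjusted over the list alone. Besides *Stat3*, *Tcl1* and *Stella*, these were *Klf5* (-0.66, adjusted p = 0.00267) and *Tfcp2l1* (-0.61, adjusted p = 0.00324), both transcription factor genes. The call of *Klf5* ended without the second null or the second wild-type sample (adjusted p = 0.0138 and 0.0127), and that of *Tfcp2l1* without the second null, the third null or the third wild-type sample (0.0185, 0.0124 and 0.0152). *Esrrb*, *Klf4*, *Klf2* and *Zfp42* (*Rex1*) had log2 fold changes of -0.13, -0.21, 0.09 and 0.13 and did not pass. The list's median was -0.33 (camera, adjusted p = 0.0043, and adjusted p = 0.241 with an estimated correlation).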

While the main regulators of pluripotency, such as *Oct4*, *Sox2* and *Nanog*, were not affected, the pluripotency-associated gene *Stat3*, which is crucial for inducing and maintaining naive pluripotency [16], and *Tcl1*, a positive regulator of AKT signalling that promotes proliferation in ES cells and the early embryo [17], were significantly downregulated upon loss of *Prdm14* in ES cells (Fig 3C). Moreover, we found histone H3 lysine-9 methyltransferase *Ehmt2* to be upregulated, whereas the H3K27 methyltransferase complex component *Suz12* was downregulated in the absence of *Prdm14*. This is of particular interest, because loss of histone 3 lysine-9 dimethylation (H3K9me2) and the upregulation of histone 3 lysine-27 trimethylation (H3K27me3) fail to occur in *Prdm14*-deficient PGCs [3].

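*Ehmt2*, which encodes the H3K9 methyltransferase G9a, rose from a normalized log2 signal of 9.29 ± 0.11 (SD, n = 3) in wild-type to 9.88 ± 0.08 (SD, n = 3) in *Prdm14*-deficient ES cells, a log2 fold change of 0.58 (standard error 0.10, adjusted p = 0.00332 from limma). Its call ended in 3 of 6 fits that left 1 sample out (adjusted p up to 0.0175), and its second probe gave 0.39 (adjusted p = 0.0172). *Suz12* had a log2 fold change of -0.36 (standard error 0.09) and did not pass the threshold (adjusted p = 0.0230). It passed with the authors' normalized values (adjusted p = 0.00238). *Suz12* lies on chromosome 11, whose genes were lower on the whole in the null cells. In a fixed list of PRC2 components, 0 of 7 measured members passed the limma test, and 1 was higher and 1 lower at an unadjusted p under 0.05. *Ezh2* and *Eed* gave -0.12 and 0.05, and the list's median was 0.05 (camera, adjusted p = 0.90). Of 6 measured members of a fixed H3K9 methylation list, *Ehmt2* was higher and 5 did not pass, among them *Setdb1* with 0.19 and *Cbx5* with -0.35, and the median was 0.22 (camera, adjusted p = 0.57). Adjusted over each list alone, the counts were the same.

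Of the 13 chromatin regulators that the paper displays for these cells, 8 were higher and 5 did not pass the test, and 10 were higher and 1 was lower when adjusted over the list alone. The arginine methyltransferase gene *Prmt2* rose by 1.62 (adjusted p = 3.15e-05), the X-linked ubiquitin ligase gene *Rlim* (*Rnf12*) by 1.19 (adjusted p = 5.74e-05), *Chd9* by 0.89 and *Smarcc1* by 0.82, and *Satb1* was at least 2.18-fold higher. The rises of *Prmt2* and *Chd9* were 0.96 and 0.58 with the authors' normalized values. *Setd2* gave 0.40 on its brightest probe and -0.27 and -0.25 on its 2 other probes, none of which passed. The paper picked these genes from these samples, so that their median of 0.82 is not independent evidence (camera, adjusted p = 1.06e-06, and adjusted p = 0.0582 with an estimated correlation).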

Loss of *Prdm14* also caused de-repression of the DNA methyltransferase *Dnmt3b* and its co-factor *Dnmt3l*. 

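*Dnmt3l* showed the larger change of the pair. Its normalized log2 signal rose from 11.3 ± 0.29 (SD, n = 3) in wild-type to 13.0 ± 0.13 (SD, n = 3) in *Prdm14*-deficient ES cells, a log2 fold change of 1.61 (standard error 0.15, adjusted p = 0.000107 from limma), and a second probe gave 1.58. *Dnmt3b* rose from 12.4 ± 0.11 (SD, n = 3) to 13.3 ± 0.21 (SD, n = 3), a log2 fold change of 0.95 (standard error 0.13, adjusted p = 0.00075), and its second probe gave 1.08. On the linear scale these are rises of 3.05-fold and 1.93-fold. They were the members that changed in a fixed list of DNA methylation and demethylation enzymes: of 8 measured, both passed and 6 did not (2 were higher when adjusted over the list alone). Among the 6, the maintenance methyltransferase gene *Dnmt1* gave -0.02, its co-factor *Uhrf1* -0.21, the dioxygenase gene *Tet1* -0.12 and the glycosylase gene *Tdg* 0.14. The list as a whole did not pass the camera test (adjusted p = 0.567). Its median was 0.006, or -0.03 with cyclic loess in place of quantile normalization.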

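*Rhox5*, an X-linked homeobox gene, showed the largest fall among the DNA methylation-dependent genes, from a normalized log2 signal of 13.1 ± 0.10 (SD, n = 3) in wild-type to 8.66 ± 0.24 (SD, n = 3) in *Prdm14*-deficient ES cells, or 22.2-fold (log2 fold change -4.47, standard error 0.13, adjusted p = 2.46e-07 from limma). Of the other Rhox genes, *Rhox9* fell by 3.42 (adjusted p = 1.84e-06) and *Rhox6*, above background on 2 null arrays, by 2.37 (adjusted p = 8.45e-05), *Rhox13* was at least 1.33-fold lower (adjusted p = 2.98e-05), and the probe that supplementary Table S1 names *Rhox4d* was at least 2.92-fold lower. All 4 members with an annotated probe were thus lower, at a median of -2.89 (camera, adjusted p = 1.84e-05, and adjusted p = 0.0856 with an estimated correlation), and the same 4 were lower when adjusted over the list alone. With the authors' normalized values their median was -1.71, and *Rhox6* gave -1.09. Of these 4 genes, 3 were chosen by the paper on these samples, so this result is not independent evidence. Both measured members of the X-linked Xlr cluster were lower, *Xlr4a* by 6.99-fold (log2 fold change -2.81, standard error 0.10, adjusted p = 5.41e-07) and *Xlr5a* by at least 1.10-fold, and both also when adjusted over the list alone. *Dazl*, which encodes an RNA-binding protein of germ cells, fell by 1.98 (standard error 0.17, adjusted p = 6.49e-05), and gave -1.06 with the authors' normalized values. The chromosome 11 genes *Tex19.2* and *Tex19.1* changed less: *Tex19.2* fell by 0.62 (adjusted p = 0.00772), a call that ended in each of the 6 fits that left 1 sample out and with chromosome medians removed (-0.48, adjusted p = 0.0259), and *Tex19.1* gave -0.18 (standard error 0.10, adjusted p = 0.198), with 11.6 ± 0.07 (SD, n = 3) in wild-type and 11.5 ± 0.08 (SD, n = 3) in null cells.

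Of 10 measured genes that the paper displays in this group, 9 were lower and *Tex19.1* did not pass (9 when adjusted over the list alone). Among the 9 were the imprinted gene *Peg3* (-2.18), *Nckap1l* on chromosome 15 (-1.45) and *Gstp2* (-1.03). The call of *Nckap1l* stayed with chromosome medians removed. Since the 10 genes were selected on these samples, their median of -2.08 is not independent evidence (camera, adjusted p = 6.73e-11, and adjusted p = 0.020 with an estimated correlation). With the authors' normalized values this median was -1.08, and *Peg3* and *Nckap1l* gave -1.45 and -0.90. In a fixed list of germline genes with methylated promoters, 4 of 7 measured members were lower (4 also when adjusted over the list alone). Besides *Dazl* and *Tex19.2* these were the testis tubulin genes *Tuba3a* (-1.71, adjusted p = 0.00164) and *Tuba3b* (-0.72, adjusted p = 0.00647), close paralogs whose probes may share signal. On its 3 other probes *Tuba3a* gave between -3.58 and -3.21, and the call of *Tuba3b* ended in 5 of 6 fits that left 1 sample out. Without a filter on dim probes *Tex19.2*, *Tuba3a* and *Tuba3b* were not called (adjusted p = 0.0288, 0.0192 and 0.0312). *Piwil2* (*Mili*) gave -0.72 (adjusted p = 0.0341) and *Syce1* -0.35 (adjusted p = 0.0622). The list's median was -0.72 (camera, adjusted p = 0.00116, and adjusted p = 0.241 with an estimated correlation). It was -0.42 with the authors' normalized values, where *Tuba3a* and *Tuba3b* gave -1.03 and -0.45. Of the 7 measured members, 3 belong also to the genes that the paper chose on these samples. In the same arrays the Y-linked gene *Eif2s3y* was detected in the null cells but not in the wild-type cells, and X-linked genes, as the Rhox and Xlr genes are, had a median log2 fold change 0.10 above that of the other genes (camera, adjusted p = 0.349).

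**Figure D3:**
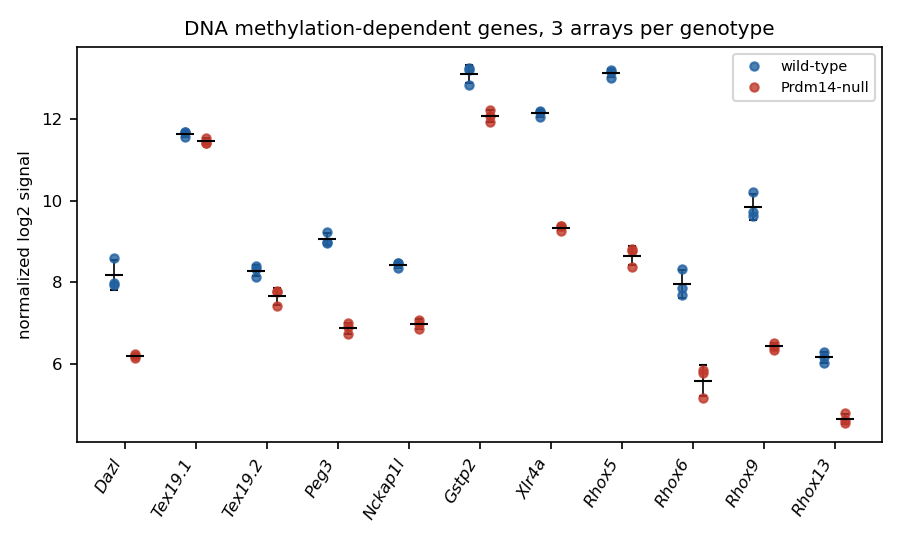
Normalized log2 signal (vertical axis) of 11 DNA methylation-dependent genes on the 3 wild-type (blue) and 3 *Prdm14*-null (red) arrays, each point 1 array, with the mean as a horizontal mark and the SD as an error bar. *Rhox5*, *Rhox9* and *Xlr4a* show the widest gaps between the genotypes and *Tex19.1* the narrowest.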

Importantly, genes including *Dazl*, *Tex19.1* and *Tex19.2*, as well as the Rhox gene family that are regulated by their promoter DNA methylation [12, 13], were repressed in *Prdm14* mutant ES cells, indicating that *Prdm14*-mediated suppression of DNA methyltransferases is necessary for their expression. We confirmed retention of DNA methylation in the promoter regions of these genes in *Prdm14*-null cells by bisulphite analysis (Fig 3D).

Taken together, our data suggest that loss of *Prdm14* leads to reduced expression of germline genes and induces somatic lineage priming in ES cells, despite culture in 2i conditions. Furthermore, *Prdm14* is critical for repression of DNA methyltransferases, particularly of *Dnmt3b*, to enable expression of germline genes.

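In the fixed lists of germ layer and extra-embryonic lineage markers, single genes rose or fell in the *Prdm14*-deficient ES cells, and no list passed the camera test. The lists had 3 to 9 measured members, too few to exclude a shift. Of 6 measured mesoderm and primitive streak genes, *Wnt5b* and *Snai1* were higher, *Gsc*, a gene of the organizer, fell by 1.01 (adjusted p = 0.00041 from limma, and a log2 fold change of -0.64 with the authors' normalized values) and 3 did not pass. Of 4 neuroectoderm genes, *Ncam1* and *Sox11* were higher, *Sox11* by 1.35 (adjusted p = 0.00014), while *Nes* gave 0.10 and *Map2* -0.53. Of 9 extra-embryonic endoderm genes, *Col4a1* and *Col4a2* were higher and *Lama1* and *Sparc* (-0.67, adjusted p = 0.00214) lower, and 5 did not pass, among them *Dab2* with 1.10 and *Hnf4a* with -0.01. Of 8 trophectoderm genes, *Tfap2a* and *Gata3* were higher, the keratin genes *Krt8* (-0.89, adjusted p = 0.000877) and *Krt7* (at least 2.33-fold) were lower, and 4 did not pass. Both keratin genes lie on chromosome 15 and *Sparc* on chromosome 11, and their calls stayed with chromosome medians removed. The call of *Sparc* ended without the second null or the third wild-type sample (adjusted p = 0.0130 and 0.0116), and its 2 other probes gave -0.55 and -0.43 and did not pass (adjusted p = 0.0622 and 0.0117). That of *Krt7* ended without the first null or the second wild-type sample and without a filter on dim probes (adjusted p = 0.0104, 0.0110 and 0.0242). Of 3 measured fibroblast genes, *Thy1* was higher, and *Vim* and *Fn1* gave -0.48 and -0.25. Adjusted over each list alone, 1 further endoderm gene was higher, and the other counts were the same. The camera test gave adjusted p-values of 0.90 for mesoderm, 0.28 for neuroectoderm, 0.76 for endoderm, 0.94 for trophectoderm and 0.95 for fibroblast genes. For mesoderm and fibroblast genes the median (-0.08 and -0.25) was below 0 and the mean (0.16 and 0.41) above it. The medians of neuroectoderm, endoderm and trophectoderm genes were 0.73, 0.39 and -0.28. The fry test does not compare a list with other genes. It gave adjusted p-values of 0.00672 (neuroectoderm, higher), 0.0351 (mesoderm, higher) and 0.00103 (endoderm, lower), and 0.479 and 0.225 for trophectoderm and fibroblast genes.

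The paper draws on lower expression of PGC genes and of genes controlled by promoter methylation, and on higher expression of early differentiation markers. It draws also on the de-repression of *Dnmt3b* and *Dnmt3l*, and on bisulphite data that showed retained promoter methylation in the null cells. It proposes that germline gene expression depends on *Prdm14* in these cells. Loss of *Prdm14* is proposed to prime them for somatic lineages in spite of the 2i medium.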

### *Prdm14* maintains naive pluripotency

The unexpected upregulation of differentiation markers in *Prdm14*-deficient ES cells in 2i conditions suggested that *Prdm14* might contribute to reducing gene expression heterogeneity in ES cells when cultured in the presence of serum [18]. We therefore examined if *Prdm14* gain of function can mimic the effects of 2i culture and reduce heterogeneity in ES cells (Fig 4A; supplementary Table S2 online). We found that genes including *Klf4, Mili, Dazl* and *Stella* were upregulated, whereas genes associated with a differentiation-primed state, such as *Cldn6*, *Otx2*, *Lefty1/2* and *Pitx2* [19], were downregulated (Fig 4A; supplementary Fig S3A,B online). In addition, heterogeneity in ES cells with respect to PE fates was also repressed upon *Prdm14* overexpression, which is consistent with a previous report [7].

ES cell priming for differentiation is mediated by fibroblast growth factor (FGF) signalling [10] and its pharmacological inhibition reduces heterogeneity [15]. Strikingly, we found that multiple components of the FGF pathway, such as *Fgfr2*, *Braf* and *Shc1*, which were shown to be direct targets of *Prdm14* [7], were downregulated when *Prdm14* levels are elevated (Fig 4A, supplementary Fig 3C online). This suggests that the reduction in expression of early differentiation genes could be a consequence of an attenuation of the FGF pathway by PRDM14. Indeed, expression of FGF signalling-induced genes, such as *Spred1* and *Dusp6* [20], was reduced upon *Prdm14* overexpression. Moreover, there are similarities between gene expression changes caused by *Prdm14* overexpression and those ascribed to direct inhibition of the FGF signalling pathway [20]. To gain further evidence that *Prdm14* acts in part through attenuation of MAPK pathway activation, we determined the induction of ERK phosphorylation by a quantitative enzyme-linked immunosorbent assay (ELISA) assay upon exposure of ES cells to serum. We found that *Prdm14*-null ES cells show a stronger induction of the pathway compared to wild-type cells (Fig 4B). These findings demonstrate that *Prdm14* limits the sensitivity of ES cells to differentiation-inducing signals.

Consistently, we also found that *Prdm14* limits the continuous FGF signalling-induced drift of ES cells out of a naive pluripotent state that is commonly observed under standard culture conditions [10], as judged by the expression of *Rex1* in ES cells. Thus, the majority of ES cells overexpressing *Prdm14* reside within the *Rex1*-high expression state that indicates naive pluripotency (supplementary Fig S3D online). We also found that the expression of key pluripotency factors, Kruppel-like factor 4 (KLF4) and NANOG, was significantly increased, with a clear reduction of cells showing low expression (supplementary Fig S3E online). Furthermore, we found that constitutive expression of *Prdm14* limits spontaneous differentiation of ES cells grown in the presence of LIF, generating mostly undifferentiated colonies with strong alkaline phosphatase staining (supplementary Fig S3F online).

We next tested if constitutive expression of *Prdm14* could maintain the pluripotent state in the absence of LIF as judged by the extent of *Rex1* expression, which discriminates between naive and differentiation-primed ES cell states [18] (Fig 4C). Within 2 days of LIF withdrawal, the majority of control cells drifted into the *Rex1-*negative state, and only a minority of them were *Rex1* positive after 4 days. In contrast, most of the *Prdm14*-overexpressing cells remained in the *Rex1* positive state after 2 and 4 days of LIF withdrawal; thereafter we observed cell death, which might be due to their inability to differentiate. We also found that while withdrawal of LIF in control cells led to a strong reduction in the expression levels of pluripotency genes, these levels were only slightly diminished in cells with constitutive expression of *Prdm14* (supplementary Fig S4A,B online).

In summary, we found that *Prdm14* represses components of the FGF signalling pathway, thereby limiting ERK activation. Consequently, genes associated with naive pluripotency are induced and genes characteristic for a differentiation-primed state are repressed in ES cells overexpressing *Prdm14*.

## CONCLUDING REMARKS

Here we provide further insights on the impact of loss of *Prdm14* function on PGC development and in ES cells. Our results indicate that the defects in *Prdm14* mutant cells arise from a lack of repression of the DNA methyltransferase machinery, and by a failure to attenuate the differentiation-inducing FGF signalling pathway. These conclusions are in agreement with other recent studies that describe the role of *Prdm14* concerning pluripotency and self-renewal of ES cells [21, 22]. PRDM14 functions appear to be particularly critical for resetting the epigenome, re-establishment of the pluripotency network and maintenance of germline fate *in vivo* (Fig 4D). While *Prdm14* is critical for PGC development and in promoting pluripotency in ES cells, there was no detectable effect of loss of *Prdm14* on pre- or peri-implantation development [3] when pluripotency is established. This might be because all traversed states during development are short lived as cells quickly transit through cell fate specification programmes. This is unlike the prolonged maintenance of pluripotency of ES cells in culture, where negative regulation of FGF signalling helps to inhibit lineage commitment. Notably, the type of lineage deregulation in the absence of *Prdm14* was context dependent, suggesting that *Prdm14* counteracts the generation of differentiation-primed states in general in ES and PGCs, and not of one specific lineage. It is striking that despite culture in 2i conditions, absence of *Prdm14* leads to upregulation of some differentiation markers in ES cells, indicating a possible additional contribution of *Prdm14* to the homogenous gene expression profile of naive pluripotency [23]. Our findings highlight a unique function for *Prdm14* in regulating signalling and epigenetic states that modulate the balance between pluripotency and differentiation.

## METHODS

**Generation of *Prdm14* heterozygous mice and genotyping.** C57BL/6 ES cells heterozygous for *Prdm14* were obtained from the EUCOMM repository and injected into E3.5 C57BL/6 host blastocysts. Knockout embryos were obtained by heterozygous crosses. All husbandry and experiments involving mice were carried out according to the local ethics committee and were performed in a facility designated by the Home Office.

**Single-cell cDNA library preparation.** For isolation of PGCs, embryos at the 4–6 somites stage from timed heterozygous crosses of mice bearing a *Stella-GFP* reporter were dissected and single PGCs from individual genotyped embryos sorted using a MoFlo MLS high-speed flow sorter (Beckman Coulter). Generation of cDNAs and subsequent amplification were performed as described by Tang *et al* [24].

**ES cell derivation, culture and manipulation.** ES cells were derived in 2i conditions as detailed previously [14]. ES cells were cultured either in gelatin-coated dishes under standard culture conditions with serum or in fibronectin-coated dishes under 2i culture conditions, both as described previously [6]. For generation of stable *Prdm14* overexpressing ES cell lines, the transcriptional *Rex1*-GFPd2 (*Zfp42*-GFPd2) reporter ES cell line [25] was used as parental line. Quantitation of induction of ERK phosphorylation was performed using an ELISA kit (R&D Systems). Bisulphite sequencing was performed as previously described [12].

**Quantitative real-time PCR and global gene expression analysis.** RNA was extracted using the RNeasy Kit (Qiagen) and cDNA was synthesized using SuperScript III reverse transcriptase (Life Technologies). All quantitative PCR runs were performed and analysed as detailed previously [6]. For genome-wide expression analysis, 1 μg of total RNA was used for labelling and hybridization to Mouse WG-6 Expression BeadChips (Illumina). Differential expression was calculated using LIMMA v3.6.0, *P*-values were corrected for multiple testing and probes with *P*<0.01 were deemed significant. Microarray data are available from the GEO depository under the accession number GSE45509.

**Whole-mount immunostaining.** Embryos from timed heterozygous matings were dissected and processed for immunostaining as described previously [26]. Images were acquired using a confocal microscope (Olympus) and analysed with Volocity software (Perkin Elmer). Primary antibodies used were as follows: anti-GFP (Nacalai Tesque, GF090R), anti-BLIMP1 (eBiosciences, 14-5963-80); anti-OCT-3/4 (BD Transduction Laboratories, 611203); anti-phosphoERK1/2 (Thr202/Tyr204) (Cell Signalling Technology, #9101); anti-FGFR2 (Sigma-Aldrich, SAB1403815).

Supplementary information is available at EMBO *reports* online (http://www.emboreports.org).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Review Process File

## Figures and Tables

**Figure 1:**
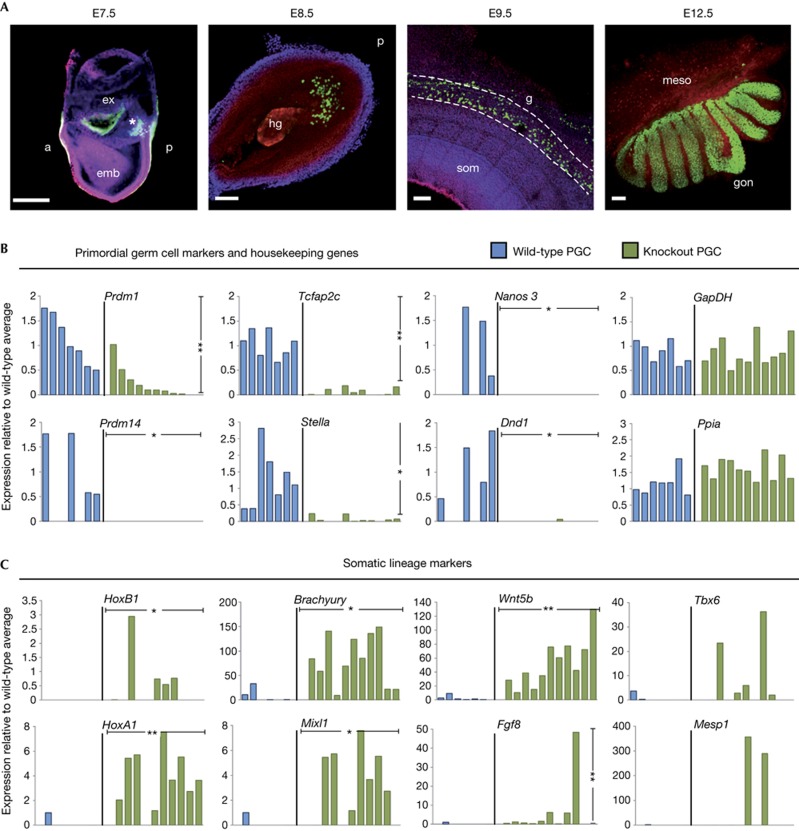
Loss of germline-specific expression and gain of somatic fate markers in *Prdm14* mutant PGCs. (**A**) Stages of wild-type PGC development (PGCs marked by GFP in green). The founder population of PGCs forms a cluster (E7.5; *Prdm1*-GFP, marked by asterisk), enters the hindgut region (E8.5; *Stella*-GFP), migrates through the gut (E9.5; *Oct4*-ΔPE-GFP) and enters into the gonads (E12.5; *Oct4*-ΔPE-GFP) to continue their development into gametes. (scale bars=100 μm). (**B**, **C**) Gene expression levels relative to wild-type average, which is set to 1 (where expression was absent in all wild-type samples, expression levels are relative to knockout average) of individual wild-type (blue) or knockout (green) PGCs. Single cells were ordered according to levels of *Prdm1* expression, with values normalized with *Arbp*. Transcript levels are shown for PGC genes and two housekeeping genes (*Gapdh* and *Ppia*; **B**) and somatic lineage markers (**C**). Welch’s *t*-test was used to calculate statistical significances of differences in expression levels (vertical bars) between wild-type and mutant PGCs. The χ^2^ test was used to determine statistical significances for expression frequency differences (horizontal bars). (*P<0.05; **P<0.01). a, anterior; E, embryonic day, emb, embryonic and ex, extra-embryonic regions; GFP, green fluorescent protein; hg, hindgut; g, gut; som, somites; meso, mesonephros; gon, gonad; PE, primitive endoderm; p, posterior; PGC, primordial germ cells.

**Figure 2:**
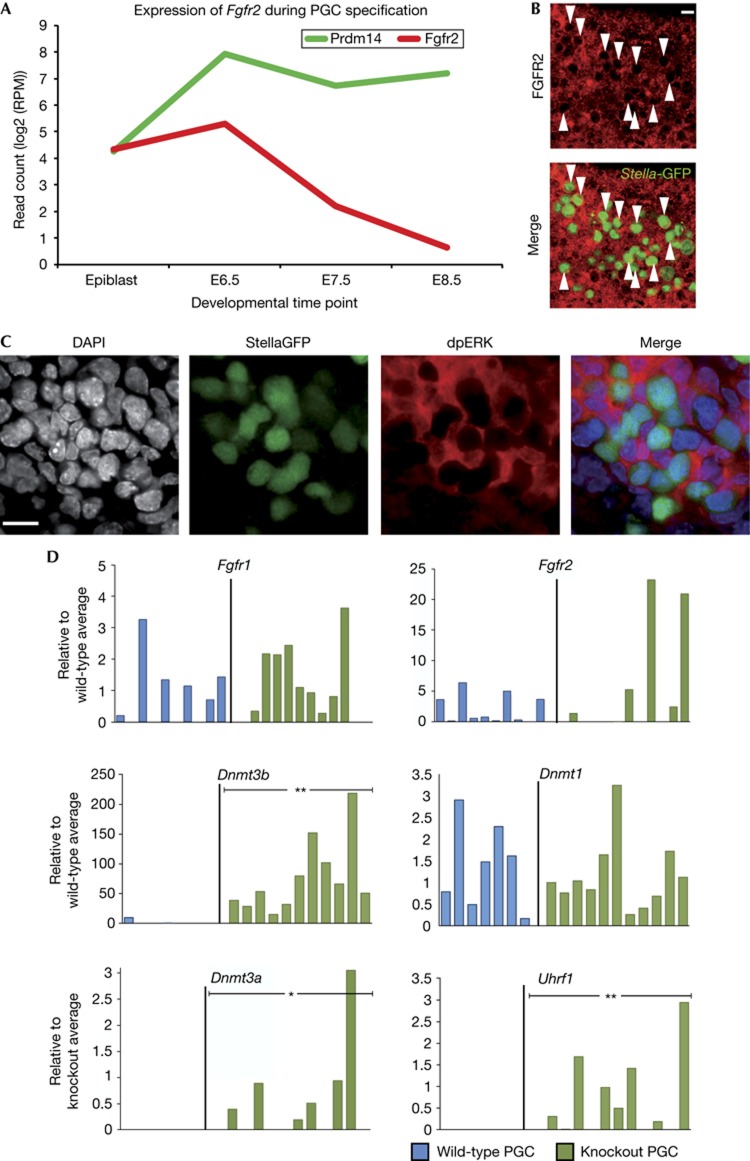
*Prdm14*-deficient PGCs fail to repress *Fgfr2* and DNA methyltransferases. (**A**) Average changes in transcript levels of *Prdm14* and *Fgfr2* over the course of PGC specification determined by single-cell RNA sequencing of two wild-type cells. (**B**) Whole-mount immunostaining for FGFR2 (red) and PGCs, marked by a *Stella*GFP reporter (green, arrowheads) in an E8.5 wild-type embryo (scale bar=15 μm). (**C**) Whole-mount immunostaining for PGCs, marked by *Stella*GFP (green), and phosphorylated ERK (red) in wild-type embryos at E8.75 (scale bar=15 μm). (**D**) Expression of FGF receptors or genes involved in the regulation of DNA methylation in single wild-type (blue) or knockout (green) PGCs. Expression was normalized with *Arbp* and is shown relative to the average wild-type level, which was set to 1 (where expression was absent in all wild-type samples, expression levels are relative to knockout average). Statistical significances by χ^2^ test. (*P<0.05, **P<0.01). DAPI, 4,6-diamidino-2-phenylindole; E, embryonic day; ERK, extracellular signal-regulated kinase; FGF, fibroblast growth factor; GFP, green fluorescent protein; PGC, primordial germ cells.

**Figure 3:**
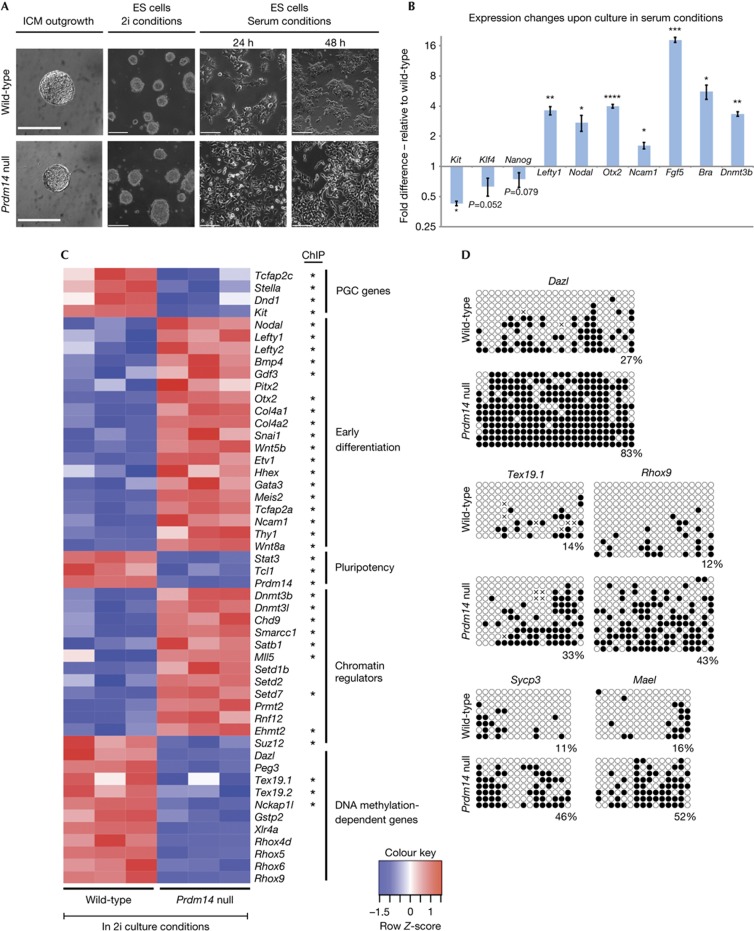
Control of lineage marker expression and DNA methylation by *Prdm14* in ES cells. (**A**) Derivation of *Prdm14*-null ES cells in 2i culture conditions and morphological changes triggered by a shift to serum culture conditions (scale bar=190 μm for ICM outgrowths and 240 μm for all other images). (**B**) Gene expression changes induced by culture in serum conditions for 48 h in *Prdm14*-null ES cells. Values are relative to wild-type cells and normalized to *Gapdh* (*n*=three independent biological repeats). Error bars represent the standard error of the mean (s.e.m.) and statistical significance was assessed by *t*-test (*P⩽0.05; **P⩽0.01; ***P⩽0.001; ****P⩽0.0001) (**C**) Heatmap of genes with significant expression differences (FDR<0.01) between wild-type and *Prdm14*-deficient ES cells in 2i culture conditions. Genes determined to be direct target genes by ChIPseq for PRDM14 in mouse ES cells [7] are highlighted by an asterisk. (**D**) Bisulphite sequencing comparing promoter DNA methylation of DNA methylation-dependent genes in wild-type and *Prdm14*-null ES cells cultured in 2i conditions. ES, embryonic stem; FDR, false discovery rate; ICM, inner cell mass; PGC, primordial germ cell; s.e.m., standard error of the mean.

**Figure 4:**
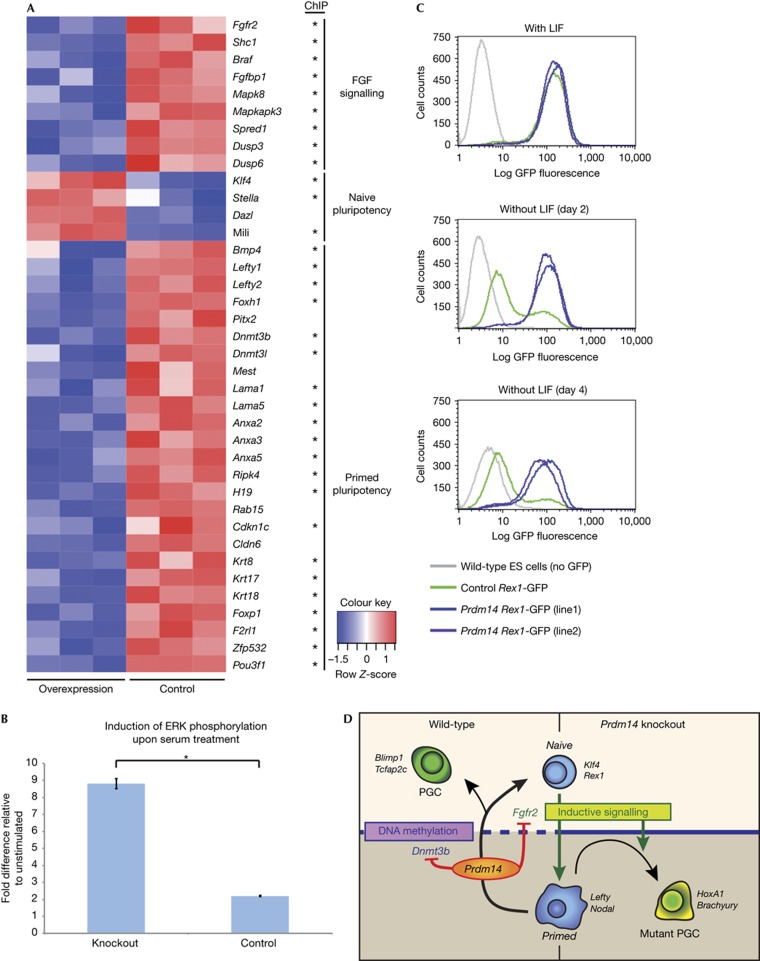
*Prdm14* represses lineage markers and renders ES cells partially LIF independent. (**A**) Heatmap of differentially expressed genes (FDR<0.01) in control versus *Prdm14* gain of function ES cells cultured in serum. Genes determined to be direct target genes by ChIPseq for PRDM14 in mouse ES cells [7] are highlighted by an asterisk. (**B**) Induction of ERK phosphorylation in control and *Prdm14*-null ES cells upon 15 min serum stimulation. Values show fold change compared to levels in unstimulated cells, as determined by quantitative ELISA assay (*n*= three independent biological repeats). Error bars show standard error of the mean and statistical significance was assessed by *t*-test (*P⩽0.05). (**C**) Flow cytometry analysis of *Rex1-*GFP levels after 2 and 4 days of LIF withdrawal in serum culture conditions in control ES cells compared to two independent ES cell lines overexpressing *Prdm14*. Data shown are representative of independent biological repeats, with 100,000 cells profiled for each cell line. (**D**) Model and summary of *Prdm14* function in ES cells and PGCs. ELISA, enzyme-linked immunosorbent assay; ERK, extracellular signal-regulated kinase; ES, embryonic stem; FGF, fibroblast growth factor; GFP, green fluorescent protein; FDR, false discovery rate; PGC, primordial germ cell; s.e.m., standard error of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

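Gene expression was measured in 6 samples of mouse ES cells grown in 2i, 3 wild-type and 3 *Prdm14*-deficient, on Illumina Mouse WG-6 BeadChips, 1 sample per array. Genotype and replicate number were taken from the sample labels. The labels describe the samples of a genotype as taken at successive passages.

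The authors deposited 2 kinds of values. The first are the deposited signal intensities of 45281 probes per array, which are not normalized, each with a deposited detection p-value. These p-values move in steps of 1 in 936. The second are the authors' processed values for 15961 probes on a scale close to log2, normalized so that each array has a median of 8.18. The submitters' processing notes name lumi, without a version. Its settings are not given in the sources used here, and these 15961 probes are exactly those with a detection p-value under 0.01 on at least 1 array. Set against the log2 signals, each column of processed values followed its own array best (6 of 6; correlation of at least 0.946 across probes of the deviations from each probe's mean). The processed values were compressed for dim probes, which lay 0.27 above the log2 signal in the median, against -0.11 for bright ones.

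The signal intensities were analysed here with limma 3.58.1 in R 4.3.3. The background was corrected with the normal-exponential model of neqc, which infers the negative controls from the detection p-values, an offset of 16 was added, and the log2 values were quantile-normalized. Probes with a detection p-value under 0.01 on at least 3 of 6 arrays were kept (14436). A linear model with the genotype as its term, without a replicate block, was fitted with lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes. The threshold, an adjusted p under 0.01, is that of the paper. Standard errors are those of the moderated fit. No signal value was shared between arrays at the same probe (0 identical values), so no sample was counted as a copy of another.

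Gene names came from the platform annotation, updated through gene identifiers of the assembly GRCm38.p6, of which 13829 matched. Of the tested probes, 12582 carried 1 symbol, 6 several and 1848 none. Probes with several symbols or none were tested but not named, except that *Rhox4d* was named through supplementary Table S1. For 2987 genes with several tested probes, the probe with the highest mean log2 signal was used. In 545 of 547 such genes with a called probe, all called probes moved the same way. Probes of close paralogs, such as the tubulin, Rhox and Xlr genes, may share signal.

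Lists of genes were fixed in advance: early PGC genes, general and naive pluripotency, primed epiblast, mesoderm and primitive streak, extra-embryonic endoderm, neuroectoderm, trophectoderm, fibroblasts, FGF-MAPK components and targets, Nodal and BMP signalling, Wnt targets, DNA methylation enzymes, PRC2, H3K9 methylation, germline genes with methylated promoters, the Rhox and Xlr clusters, imprinted genes, 2-cell-stage genes, glycolysis, matrix genes, housekeeping genes, and Y-linked, X-linked and X inactivation genes. The first rows of supplementary Table S1, and its values for genes named in the paper's text, had been read before these lists were fixed. The paper's own groups of Fig 3C were kept apart. Each list with at least 3 measured members was tested with camera at a preset correlation of 0.01, with the correlation estimated instead, and with fry, and adjusted over the fixed lists. Chromosomes were tested in the same way, with gene positions from GRCm38.p6. The probes of supplementary Table S2 were compared with the calls by Fisher's exact test and camera.

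The genes named are *Prdm14*, every gene that the paper names for these cells in its text or Fig 3C except 1 that is not reported here, up to 4 called members of each list with the largest changes, and the 10 largest rises and 10 largest falls among called genes without overlap between the arrays of the genotypes, leaving out provisional names. The values of supplementary Table S1 had been read when this rule was set. *Tfcp2l1*, *Ldha* and *Atrx*, called members of their lists outside this rule, were named after their values had been seen, as were further members that did not pass.

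Alternatives covered the background correction, offset, normalization (median scaling used the median log2 value over the tested probes), the authors' processed values, the probe filter, the variance model, array weights, a replicate block, the threshold, the averaging of probes of a gene and each sample left out. Which arrays shared a BeadChip is not given in the sources used here, so no block for the BeadChip was fitted. The fit was tested on simulated data for this comparison (14436 probes, 50 changed at each size): it recovered 4% of changes of 0.5 on the log2 scale, 66% of changes of 1, 98% of changes of 2 and 98% of changes of 3, with 1 false call among 14236 unchanged probes. The simulation changed a far smaller share of probes than the 13.8% called in the data, and the adjustment is stricter when fewer probes change. Its recovery rates therefore need not hold here, where some differences of about 0.5 passed the test and others did not.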

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

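The values of *Eif2s3y*, of chromosomes 11 and 15 and of the 2-cell-stage genes are signals that the paper does not discuss. The tests on X-linked genes, with chromosome medians removed, on endoderm genes, and on the copies, gene shares and normalization of chromosomes 11 and 15 were chosen only after the results had been seen.

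The Y-linked gene *Eif2s3y* had a fitted log2 fold change of 3.52 between genotypes and was at least 7.46-fold higher in *Prdm14*-null ES cells (adjusted p = 9.55e-07 from limma), while *Uty*, the other measured Y-linked gene, gave 0.31 (adjusted p = 0.132). The value of 3.52 is what a difference in sex chromosomes between the lines predicts. It rests on *Eif2s3y* alone, since *Uty* did not show such a change. A difference in sex chromosomes may bear on the lower expression of germline genes with methylated promoters. Against 2 active X chromosomes in the wild-type line, X-linked genes were 0.10 higher in the null cells than the other genes, where lower values were predicted. The 95% bootstrap interval was 0.03 to 0.16, while the camera test of this shift did not pass (adjusted p = 0.349). With the median of each chromosome removed, the median of the germline list, -0.72, was -0.76, and 3 of 7 members were called lower. The camera test then gave an adjusted p of 0.00386, and of 0.305 with an estimated correlation, against 0.241 without the removal. This removal could hardly move the list's median, so it does not test the shift of whole chromosomes for the list. *Tex19.1* and *Tex19.2* lie on chromosome 11. *Dazl* lies on chromosome 17 and *Tuba3a* and *Tuba3b* on chromosome 6, whose genes had medians of 0.037 and 0.035. The fall of *Dazl*, *Tuba3a* and *Tuba3b* is therefore not explained by a lower median of their chromosomes. Other differences between the lines and the loss of *Prdm14* itself stay open, since the samples of each genotype carry both.

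Genes on chromosomes 11 and 15 were shifted by -0.18 and -0.21 relative to the other genes in the null cells, over 724 and 336 genes, and 149 of the 701 genes called lower lie on them, of which 97 were still lower with chromosome medians removed. Against a few genes with large changes, the percentage of genes with a log2 fold change below 0 exceeded that elsewhere by at least 27.2 on both chromosomes (71.8% against 44.4% for chromosome 11). Against the normalization, the smallest shift under the other background corrections and scalings was -0.13. A difference in copy number predicts a shift along the whole chromosome, and of 10 stretches of each chromosome in gene order, 20 of 20 lay below the other genes, which is consistent with more copies in some wild-type cells or fewer in some null cells. Which genotype changed is not given by a ratio, and beyond copy number no biological explanation was tested.

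The higher early differentiation markers were weighed against other cells in the null cultures. Against extra-embryonic endoderm, 3 of its abundant genes *Col4a1*, *Col4a2*, *Lama1*, *Lamc1* and *Sparc* had a log2 fold change below 0, and *Lama1* was not above background on any null array. Of these 3, *Lamc1* (-0.27) did not pass the test, while *Col4a1* (2.30) and *Col4a2* were higher. *Sparc* was already bright in wild-type cells (12.1), and the genes were chosen after their values were seen, so a small share is not excluded. For fibroblasts or other differentiated cells, the 12 measured members of the fibroblast and endoderm lists had a median of 0.19, with 6 above and 6 below 0. Of *Col1a1*, *Col1a2*, *Col3a1*, *Afp*, *Ttr* and *Sox17*, 0 have a named probe in the annotation used here, so that this source cannot be told apart from a change within the ES cells. The loss of *Prdm14* in the ES cells themselves stays open.

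Of 20 genes on the 2-cell-stage list, 3 were measured: *Obox6*, *Khdc1c* and *Pramel7* (at least 1.56-fold). All 3 were lower in the null cells (3 lower when adjusted over the list alone). Each was above background on the 3 wild-type arrays and on no null array. They thus passed the probe filter through the wild-type arrays alone, so their shared direction is not independent evidence. Their fitted median was -4.44, or -3.68 with each at its bound (camera, adjusted p = 8.46e-05, and adjusted p = 0.0856 with an estimated correlation). It was -2.37 with the authors' values, and -1.74 over 5 genes both without a filter and with detection at a p under 0.05 on 1 array (camera, adjusted p = 0.000154 and 1.58e-05).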

How the results depend on the processing

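The removal of chromosome medians and the authors' values with all their probes were chosen only after the results had been seen, as was the use of tested probes alone for the median of the planned median scaling. With 3 arrays per genotype, changes of about 0.5 on the log2 scale passed for some genes (*Sox2*, 0.54) and not for others (*Id3*, 0.54). The size of the change of dim genes depends on the background correction. The counts of probes stayed within 1.5 times of 894 higher and 1092 lower under the other corrections, scalings, filters, variance models and array weights, but left-out samples gave 475 to 699 higher and 713 to 937 lower, and an adjusted p under 0.05 gave 1851 and 1818. Of 84 called genes that the text names, 57 were called in every setting run; without a filter 22 calls were lost, and without 1 sample 10 to 15. Of 61 called genes above background in both genotypes, the log2 fold change was over 1.5 times smaller for 24 with the authors' values, 3 with no background correction and 1 with an offset of 50, and over 1.5 times larger for 0 in any setting with all samples. The arrays can be split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05; 1 of the 10, the real one, gave 1986 probes, and the highest of the others gave 0. With the replicate block 663 probes were higher and 925 lower; samples of the same number did not deviate together (correlations of -0.027, -0.064 and -0.12), so the numbers share no more than a label. A BeadChip block was not run, as no chip is given.

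The general pluripotency list passed camera with no background correction (median 0.25), cyclic loess (0.23), the authors' values (0.26) and without the second wild-type or the third null sample (0.2238 and 0.3661, the lowest and highest medians without 1 sample), but not with an estimated correlation (adjusted p = 0.361). The median of the DNA methylation enzymes turned below 0 with cyclic loess (-0.03), median scaling (-0.017), the authors' values (-0.00252) and chromosome medians removed (-0.030), and ran from -0.07625 to 0.1077 without 1 sample. That of housekeeping genes turned above 0 with median scaling (0.0032) and the mean of probes (0.013), and ran from -0.04552 to 0.0136. That of laminins, collagens and integrins turned below 0 with detection on all 6 arrays (-0.25) and array weights (-0.00976), and ran from -0.1399 to 0.1087. Chromosome 3 turned to 0.0031 with array weights and ran from -0.02295 to 0.0008562, chromosome 12 from -0.005843 to 0.01471 and imprinted genes from -0.08635 to 0.1262. With chromosome medians removed PRC2 gave -0.012 and X-linked genes -0.0745. *Nanog* gave 0.039 without the third null sample. With an estimated correlation the medians stayed and camera no longer passed for the paper's PGC genes (-1.10) and chromatin regulators (0.82), naive pluripotency (-0.33), primed epiblast (0.95), Nodal and BMP signalling (0.53), germline promoters (-0.72), Rhox (-2.89), 2-cell-stage genes (-4.44) and chromosome 11 (-0.18). The fry test, which does not compare a list with other genes, gave adjusted p-values of 0.00626 for general pluripotency, 0.0351 for mesoderm, 0.00672 for neuroectoderm, 0.0332 for FGF components, 0.0471 for DNA methylation enzymes, 0.00948 for H3K9 methylation, 0.00257 for laminins, collagens and integrins and 0.00929 for X-linked genes, and with the direction turned 0.00103 for endoderm and 0.479 for trophectoderm. The cause of these changes was not tested.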

Differences from the paper's values

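For 22 of 46 genes with a log2 fold change in supplementary Table S1, the value here differed from the paper's by more than the replicate SD, with the same sign. Among the higher genes it was 2.51 for *Bmp4* (the paper's 1.26), 1.68 for *Wnt5b* (the paper's 0.85), 0.77 for *Snai1* (the paper's 0.42), 1.66 for *Ncam1* (the paper's 0.73), 2.99 for *Otx2* (the paper's 1.47), 2.30 for *Col4a1* (the paper's 1.02), 0.93 for *Etv1* (the paper's 0.48), 1.49 for *Gata3* (the paper's 0.51), 1.52 for *Meis2* (the paper's 1.38), 1.51 for *Tfap2a* (the paper's 0.89), 0.89 for *Chd9* (the paper's 0.58), 1.62 for *Prmt2* (the paper's 0.96). Among the lower genes it was -1.22 for *Stat3* (the paper's -0.96), -1.98 for *Dazl* (the paper's -1.06), -0.62 for *Tex19.2* (the paper's -0.42), -2.18 for *Peg3* (the paper's -1.45), -1.45 for *Nckap1l* (the paper's -0.90), -2.81 for *Xlr4a* (the paper's -2.69), -2.37 for *Rhox6* (the paper's -1.09), -3.42 for *Rhox9* (the paper's -2.34). *Thy1* was at least 2.51-fold and *Wnt8a* at least 5.25-fold higher, with fitted log2 fold changes of 1.97 and 3.13 that depend on the offset, where the paper's are 0.71 and 1.36.

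Of the alternatives set before the data were examined, the authors' values left 0 of the 22 different. With no background correction, and likewise with an offset of 50, *Meis2*, *Thy1*, *Wnt8a*, *Tex19.2* and *Xlr4a* no longer differed and the other 17 did. Median scaling, with the choice to take the median over tested probes made after seeing the values, brought *Thy1* within the limit, array weights *Tex19.2*, and the fits without 1 sample between 1 and 4 of *Gata3*, *Meis2*, *Thy1*, *Tex19.2* and *Xlr4a*. All 22 still differed with cyclic loess, no filter, detection at a p under 0.05 on 1 array, both eBayes settings and the replicate block, and with detection on all 6 arrays the 14 that were tested did.

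The paper lists 1122 probes as higher and 1308 as lower, at the same threshold. All 2430 were called from the authors' values with all their probes, a setting chosen after seeing the values, which drops 0 of them. Here 2383 of these were tested, each with the same sign, and 1751 were called.

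The paper states that *Dnd1*, *Tcfap2c*, *Suz12*, *Tex19.1* and *Hhex* changed, which did not pass here (adjusted p = 0.0133, 0.0334, 0.023, 0.198 and 0.0412 from limma). *Dnd1* passed in 10 settings, among them no background correction, offset 50, median scaling, the authors' values, the eBayes trend, array weights, the replicate block and the fits without the first wild-type and without the third null sample. *Tcfap2c* passed with the eBayes trend (0.00513), array weights (0.0077) and without the first wild-type sample (0.0035), and on 1 other probe. *Suz12* passed with no background correction (0.00849), the authors' values (0.00238), the eBayes trend (0.00152) and the eBayes trend and robust fit (0.0012). *Tex19.1* and *Hhex* passed in no setting run, and with the authors' values of all their probes, a setting chosen after seeing the values, their adjusted p was 0.0719 and 0.0282. Fig 3C shows also *Mll5* (*Kmt2e*), *Setd7*, *Setd1b*, *Setd2*, *Gdf3* and *Etv1*, which did not pass on their brightest probe (0.0784, 0.0888, 0.0145, 0.0222, 0.0489 and 0.0322). *Setd1b*, *Setd2* and *Gdf3* passed with the authors' values (0.00403, 0.00489 and 0.00932) and with both eBayes settings, *Setd1b* and *Setd2* with no background correction (0.00719 and 0.00906), *Setd1b* with an offset of 50 (0.00835) and array weights (0.00617), *Etv1* without the third null sample (0.00791) and on its 2 other probes, and *Kmt2e* and *Setd7* in no setting run. The paper's text states that *Oct4* and *Sox2* were not affected, while its Table S1 lists both as higher (the paper's log2 fold changes are 0.36 for an *Oct4* probe and 0.49 for *Sox2*). *Sox2* was higher here (0.54, adjusted p = 0.00421), as was 1 of 2 *Oct4* probes (0.60, adjusted p = 0.00321), and the brighter *Oct4* probe did not pass (0.36, adjusted p = 0.0280). The latter passed with the authors' values (0.00363), the eBayes trend (0.00211) and the eBayes trend and robust fit (0.00157). For *Nanog*, also named there, no difference was called.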

Other observations

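The arrays come from cells in 2i, which contains inhibitors of MEK and of glycogen synthase kinase-3. Levels of FGF-MAPK genes here therefore do not test the paper's FGF findings, which include stronger ERK phosphorylation in null ES cells given serum. Of the FGF-MAPK components, 9 were measured, 1 of which passed the test in *Prdm14*-null ES cells: the receptor gene *Fgfr1*, at least 1.42-fold higher (adjusted p = 0.000448 from limma). *Fgfr2* gave -0.49 (adjusted p = 0.0248) and *Shc1* -0.03, and *Braf* was not among the 9. For *Fgfr2* the paper reports lower expression with *Prdm14* overexpression in serum, and higher levels in some mutant PGCs. The list's median was 0.16 (camera, adjusted p = 0.743; 1 higher when adjusted over the list alone). Of 9 measured FGF-MAPK target genes, 6 had a log2 fold change above 0 and 3 below. *Etv4*, on chromosome 11, was lower by at least 1.34-fold (adjusted p = 0.001), a call that stayed with chromosome medians removed. *Etv1* gave 0.56 on its brightest probe (adjusted p = 0.0322), and 0.93 and 1.12 on its 2 other probes, which passed. *Dusp5* and *Ier3* gave 0.56 and 0.60 (adjusted p = 0.0142 and 0.0111), and *Dusp6* and *Spred1* -0.24 and 0.48. The median of the 9 was 0.56 (camera, adjusted p = 0.567, with 2 higher and 1 lower when adjusted over the list alone). Of 7 measured Wnt targets, 2 were lower, *Sp5* by 1.37 (a log2 fold change of -1.37, adjusted p = 0.00808, a call that ended in 5 of 6 fits that left 1 sample out) and *Lef1* by at least 1.53-fold (not called without the second wild-type sample, adjusted p = 0.0102), and *Axin2* gave -0.68 (adjusted p = 0.0322). Their median was -0.35 (camera, adjusted p = 0.457; 2 lower when adjusted over the list alone).

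Glycolysis genes went both ways. Of 16 measured, *Pdk1*, which encodes a pyruvate dehydrogenase kinase (1.47, adjusted p = 0.000246), *Pfkl* (0.69) and *Ldha* (0.67) were higher. *Hk1* (-1.12) and, on chromosome 11, *Aldoc* (-0.79) were lower, and the call of *Aldoc* stayed with chromosome medians removed. The median of the 16 was 0.12 (camera, adjusted p = 0.756, with 4 higher and 2 lower when adjusted over the list alone). Of 18 laminin, collagen and integrin genes, *Col4a1* and *Col4a2* were higher, *Lama1*, *Nid1* (-0.76, adjusted p = 0.00275) and *Sparc* lower and 13 did not pass, with a median of 0.04 and a mean of -0.03 (camera, adjusted p = 0.95; 4 higher and 3 lower when adjusted over the list alone). Of 11 imprinted genes, *Ndn* (1.33) and *Peg10* (1.15, above background on 2 wild-type arrays) were higher and *Peg3* lower, with a median of 0.08 and a mean of -0.12 (camera, adjusted p = 0.913; 2 higher and 2 lower when adjusted over the list alone). Of 24 X-linked genes of broad expression, *Rlim*, *Rbmx* (0.87), *Stag2* (0.64), *Phf6* (0.61) and *Atrx* (0.61) were higher, with a median of 0.05 (camera, adjusted p = 0.172; 5 higher when adjusted over the list alone). With chromosome medians removed *Rbmx*, *Stag2*, *Phf6* and *Atrx* had log2 fold changes of 0.75, 0.52, 0.49 and 0.48 and did not pass. The calls of *Rbmx*, *Stag2*, *Phf6*, *Aldoc*, *Pfkl* and *Nid1* each ended in 4 of 6 fits that left 1 sample out (adjusted p up to 0.0232), and that of *Atrx* in 5 (adjusted p up to 0.0322) and with the authors' values (adjusted p = 0.0223). With the authors' values *Hk1*, *Peg10*, *Rbmx* and *Atrx* gave -0.52, 0.45, 0.38 and 0.23, and with no background correction *Peg10* and *Atrx* gave 0.74 and 0.39. Without a filter on dim probes none of these 7 was called, nor were *Hk1*, *Etv4*, *Lef1* and *Sp5* (adjusted p between 0.0121 and 0.0571). The second probes of *Hk1* (-0.29, adjusted p = 0.185), *Pfkl* (0.27, adjusted p = 0.130), *Nid1* (-0.40, adjusted p = 0.0847), *Stag2* (0.43, adjusted p = 0.143) and *Atrx* (0.29, adjusted p = 0.254) did not pass. Of the X inactivation genes, 0 were measured. Of 8 housekeeping genes, limma called 0, with 0 at an unadjusted p under 0.05, and their median was -0.02.

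The probes of supplementary Table S2, from cells that overexpress *Prdm14* in serum, were set against the null cells. Fisher's exact test takes probes as independent, although several can read the same gene and move together, so its p-values overstate the evidence. Of the paper's 277 probes higher with overexpression, 236 were tested, and 81 were lower in the null cells, where chance gives 17.9 (odds ratio 6.82, Fisher's exact test, p = 5.46e-33), and 10 higher, where chance gives 14.6 (p = 0.274). Their median was -0.28 (camera, p = 3.84e-11, and p = 0.0213 with an estimated correlation). Of the paper's 405 probes lower with overexpression, 356 were tested, and 68 were higher, where chance gives 22.0 (odds ratio 3.79, p = 3.63e-17), but 48 were also lower, where chance gives 26.9 (odds ratio 1.95, p = 9.44e-05), and their median was 0.05 (camera, p = 0.317, and p = 0.289 with an estimated correlation).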
